A study of Rattus norvegicus with 102 samples. Its data were reported in "Hippocampal Transcriptomic Profiles: Subfield Vulnerability to Age and Cognitive Impairment" (2017).

How the data were processed

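The hippocampus of male Fischer 344 rats had been divided into CA1, CA3 and the dentate gyrus (DG), and RNA of each piece had been sequenced. The labels placed 34 rats in 3 groups, which were 10 young rats aged 5 to 6 months, 12 aged unimpaired rats and 12 aged impaired rats, both aged 17 to 22 months. Aged rats had been classed by their performance in a water maze, and the scores behind that class were not used here. Each rat gave 1 library per subfield, so that each of 3 deposited tables held 102 libraries. Every column of the tables carried a rat number and a subfield that matched a single label, and 0 columns were left without a sample.

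In each table the authors had divided gene counts by a size factor per library, so the unit of the deposited values was a normalised signal and not a raw count. In the study's methods, the first table came from poly-A RNA sequenced on an Illumina HiSeq as short read pairs, trimmed with CutAdapt, aligned to the rn5 genome with STAR and counted with featureCounts. The labels and the study's methods named different TruSeq kits for it, so whether reads were counted by strand is unknown, and overlapping or antisense genes can share reads. The second table came from poly-A RNA sequenced on an Ion Proton, aligned to rn5 with TopHat2 and Bowtie2 and counted with featureCounts. The third table, named WT by the submitters, had no stated library type, aligner or counter, and is called the WT table. It served only as an alternative. Size factors had been made with DESeq2. Each table was normalised on its own, and all tests were made within a table.

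Every value above 0 in a library was a whole multiple of 1 step, which returned whole reads for 100.0% of the values in each table. Totals of these reads are the depths given with the results. A total of 26284 genes were listed for the Illumina and for WT and 26341 for the Ion Proton, and in each 48 had no symbol. All 37 genes of the mitochondrial chromosome were listed at 0 in the Ion Proton table, while the median Illumina library had 12.9% of its reads on them. Symbols, Ensembl identifiers and chromosomes were taken from the tables themselves, which gave no start or end positions. A reference list of rat genes of another build was not used here.

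Genes with a mean of at least 10 in the fitted libraries were tested with limma (version 3.58.1, R 4.3.3) on log2(value + 1), with a trend of the variance on the mean. A log2 change on this scale understates the change of genes with low values. Subfields were compared in 1 fit over all libraries of a table, and a gene was called when its Benjamini-Hochberg adjusted p-value was under 0.05 with the same direction in both poly-A tables. A gene was specific to a subfield when it was called in 1 direction against each of the other subfields. Age was tested within each subfield as aged (n = 24) against young (n = 10), and cognition as aged impaired (n = 12) against aged unimpaired (n = 12). For both, seed genes had an unadjusted p-value under 0.01 in the Illumina table, and retested genes were seed genes with a one-sided p-value under 0.05 in the same direction in the Ion Proton table. These thresholds are those of the study, which used DESeq2 in place of limma. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 in the Illumina table were counted separately. Interactions tested whether an age or cognition effect differed between a pair of subfields. Ion Proton libraries were made from the RNA of the same rats, so retesting bears on technical error and not on differences between animals.

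Lists of genes were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 25 lists that had at least 2 tested genes, and again with fry. There were 26 lists, of which 4 were taken from the study. These were the age genes shared by the subfields, the calcium and synaptic genes set out for cognition in CA1, the subfield genes and a list with the single gene Prl, which was not tested as a list. The others were general markers of microglia, astrocytes, oligodendrocytes, oligodendrocyte precursors, endothelium, interneurons, newborn neurons, MHC class II, complement, lysosome, activity-dependent early genes, pituitary, choroid plexus, ependyma, blood, CA1, CA2 and CA3 pyramidal cells, dentate granule cells, subiculum, thalamus and habenula, and striatum. Genes to be named were the 3 with the largest change among the retested genes of a subfield and comparison, all of them where there were 5 or fewer, the 3 with the largest mean change among the genes specific to a subfield, and any gene of the lists taken from the study. The groups, tests, lists, naming rule and most alternatives were fixed before the data were examined.

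Alternatives changed 1 choice at a time, except where edgeR or the fit to 1 series was also run without the CA3 library of young rat 9876. They were a pseudocount of 0.1, no filter on low values, quantile normalisation, edgeR (version 4.0.16, quasi-likelihood test with TMM) and DESeq2 (version 1.42.0) on the recovered reads, the rat number as a replicate block, the rat number series as a covariate or each series alone, 1 fit over all libraries, the WT table as the retest, the tables swapped, and fry in place of camera. The series were rats with numbers from 9000 up (16 rats, of which 5 young, 6 unimpaired and 5 impaired) and rats with lower numbers (18 rats, of which 5 young, 6 unimpaired and 7 impaired). The labels do not say what the numbers stand for. The sizes of the series (5 young with 11 aged rats, and 5 young with 13 aged rats) equal those the submitters gave for the 2 sites that tested the animals, but no label links a rat to a site. A further 8 alternatives were chosen after the data had been seen. These were the depth batch as a covariate, leaving out its 7 rats, a dissection score and the level of Gh1 as covariates, leaving out libraries whose markers went with another subfield, and 3 fits without the CA3 library of young rat 9876. The depth batch was formed by 7 rats (3 young, 2 unimpaired and 2 impaired) whose Illumina libraries were deeper than those of every other rat.

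The 3 libraries of a rat came from 1 animal, so rat numbers pair the libraries of different subfields. Deviations from the group means were correlated over genes within the Illumina table. For CA1 and CA3, CA1 and DG, and CA3 and DG the means were 0.1, 0.199 and 0.005 for the same rat. Different rats gave -0.002, -0.004 and 0. Different rats of the same number series gave -0.043, 0.137 and -0.105, and rats of different series 0.037, -0.138 and 0.099. Part of the CA1 and DG value thus goes with the series. The block concerns the subfield contrasts and the interactions, since age and cognition do not vary within a rat. No 2 columns of a table held identical values, and the highest correlation between libraries of a group was 0.995 in the Illumina table. A library was the closest match of its namesake in 72 of 102 cases between the Illumina and Ion Proton tables, in 84 between the Illumina and WT tables and in 69 between the Ion Proton and WT tables.

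Each test was tried on simulated reads with the gene means of the real libraries and 200 changed genes. Library sizes were the real ones, except for the subfield contrast and the interaction, where they were equal. All genes had the same dispersion and were independent, and changed genes lay well above the filter on low values. No number series, depth batch or mixed dissection was simulated, so the recovery does not give the power in the real data. With a simulated log2 change of 1, limma, edgeR and DESeq2 recovered 100% of the changed genes among 14165 tested and also called 16, 13 and 28 unchanged genes. The retest recovered 100% with 8 unchanged genes, the subfield contrast 100% with 0 and the interaction 91.5% with 2. With the rat block these were 100% with 12 and 97% with 12. Camera gave a p-value of 3.9e-124 for a raised list of 25 genes and 0.642 for an unchanged list.

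The counts of calls and lists for age and cognition with limma on all rats and no covariate were set against 100 splits of the same rats, the real one included, drawn at random into groups of the same sizes. Retested and adjusted counts with the number series as a covariate were set against splits drawn within each series, and subfield counts against swaps of the labels within rats. Counts under the other alternatives were not set against splits. Differences of scores between groups, where a score is the mean of the centred log2 values of a list, used two-sided permutation tests with 100000 resamples, for which the smallest p-value is 2e-05 (Python 3.11.15, scipy 1.17.1). Pathway databases were not used here, and behavioural scores were not analysed here.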

Results

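RNA abundance was measured by sequencing in CA1, CA3 and DG of the hippocampus of 34 rats. Young rats (n = 10) were 5 to 6 months old, and aged rats (n = 24) were 17 to 22 months old. The aged rats had been tested in a water maze, in which a rat learns to find a hidden platform from cues around the pool, and were labelled unimpaired (n = 12) or impaired (n = 12). Each subfield of each rat had been sequenced as poly-A RNA on an Illumina and on an Ion Proton instrument. The Illumina table was used to find genes and the Ion Proton table to test them again. All values below are normalised reads from the Illumina table unless the Ion Proton is named, errors are SD, and log2 changes are on the log2(value + 1) scale.

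Illumina libraries held between 3.25 and 42.8 M reads assigned to genes, with a median of 10.7 M. In 7 rats, of which 3 were young, 2 unimpaired and 2 impaired, the libraries held 28.0 to 42.8 M reads, while those of the other 27 rats held 3.25 to 23.7 M. In CA1 the mean depth was 18.8 ± 13.1 M in young, 15.7 ± 10.3 M in unimpaired and 14.9 ± 10.7 M in impaired rats. In CA3 these means were 17.5 ± 12.7, 14.5 ± 9.81 and 13.5 ± 10.9 M reads, and in DG young rats had 18.2 ± 12.5 and impaired rats 15.6 ± 10.2 M reads, with unimpaired rats lowest. Ion Proton libraries held 4.47 to 21.4 M reads with a median of 9.74 M. A gene with 3 or fewer reads in a library was taken as being at the floor of detection. The median library had reads on 17354 genes in the Illumina table and on 18535 in the Ion Proton table.

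**Figure D1:**
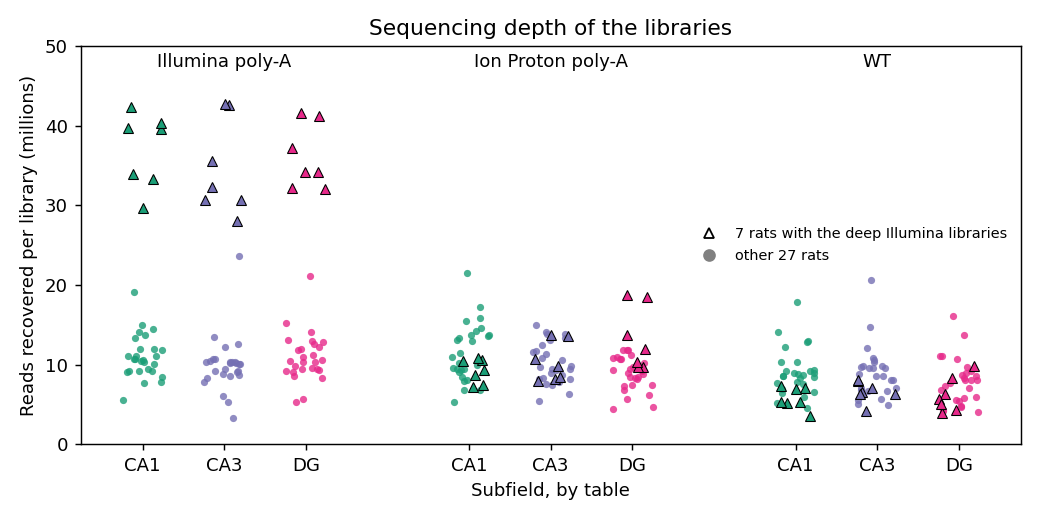
Reads assigned to genes (M, vertical axis) in each library, by table and subfield, with triangles for the 7 rats whose Illumina libraries were deep and circles for the other 27 rats. The triangles lie between 28.0 and 42.8 M in the Illumina table and among the circles in the Ion Proton table. In the WT table they lie between 3.54 and 9.81 M, and the lowest is below every circle (3.99 to 20.6 M).

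The first comparison asked which genes differ between subfields regardless of age or cognitive status. Of 14179 genes tested in the Illumina table, 13907 were also tested in the Ion Proton table. In both tables with 1 direction, 1996 genes differed between CA1 and CA3 (1010 higher in CA1 and 986 lower), 3739 between CA1 and DG (1864 higher in CA1 and 1875 lower) and 3957 between CA3 and DG (1966 higher in CA3 and 1991 lower). The Illumina table alone gave 5024, 7888 and 7886 genes with an adjusted p-value under 0.05, and the Ion Proton table alone gave 2411, 4612 and 4599. Genes past the threshold in both tables with opposite directions numbered 0 for CA1 against CA3, 4 for CA1 against DG and 2 for CA3 against DG. Changes above 1 on the log2 scale in either direction were seen for 195, 277 and 361 of the genes called in both tables. Across genes, which are not independent replicates, the log2 changes of the tables correlated at r = 0.887, 0.890 and 0.934. DESeq2 moved these counts most among the alternatives, to 2303, 4223 and 4488 genes. Every rat gave 1 library to each subfield, so number series and depth batch were balanced in these contrasts, and a replicate block on the rat, which pairs its libraries, gave 2240, 4142 and 4361 genes.

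Genes specific to a subfield had to differ from both of the others in 1 direction. There were 794 such genes in CA1 (336 higher and 458 lower), 875 in CA3 (352 higher and 523 lower) and 2103 in DG (988 higher and 1115 lower). A total of 3406 genes were specific to some subfield, since genes with graded levels can be specific to more than 1. Between 6 alternatives the count ran from 744 to 933 in CA1, from 806 to 1028 in CA3 and from 1947 to 2449 in DG.

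In CA1 the largest mean changes belonged to Nts (ENSRNOG00000004179, chromosome 7), Cd3e (ENSRNOG00000016069, chromosome 8) and Cftr (ENSRNOG00000008284, chromosome 4). Nts stood at 576 ± 201 normalised reads in CA1, 109 ± 173 in CA3 and 92.2 ± 96.0 in DG (n = 34 each). Its log2 change was 3.15 (SE 0.424, limma adjusted p = 1.84e-09) against CA3 and 3.84 (adjusted p = 4.95e-13) against DG, and 34 of 34 CA1 libraries lay above the median of either subfield. Cd3e had 63.9 ± 56.4 normalised reads in CA1 against 9.78 ± 21.4 in CA3 and 18.6 ± 28.3 in DG, which gave log2 changes of 3.27 (adjusted p = 1.4e-09) and 2.67 (adjusted p = 2e-07) with 34 of 34 libraries above the other medians. Cftr had 87.0 ± 46.0 normalised reads in CA1 and 32.9 ± 54.2 in CA3 (adjusted p = 3.07e-06, 31 of 34 libraries above the CA3 median), and exceeded DG by 2.88 (adjusted p = 1.03e-09). Of the CA1 genes named in the study, Wfs1 had log2 changes of 2.08 against CA3 and 2.27 against DG, and Ndst4 of 2.14 and 2.26. Wnt3 stood under 2 identifiers. The first (ENSRNOG00000003039) had 12.8 normalised reads in CA1, 0.914 in CA3 and 2.17 in DG, with 34 of 34 CA1 libraries above either median, but was under the filter on low values and was not tested. The second (ENSRNOG00000003845) was not higher in CA1, with log2 changes of -0.15 against CA3 (adjusted p = 0.54, 28 of 34 CA1 libraries below the CA3 median) and -0.39 against DG (adjusted p = 0.0484, 28 of 34 below). Gpr161 gave 2.40 against DG, and Bdnf differed from DG by -1.04 with 34 of 34 CA1 libraries below the DG median.

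The 3 genes with the largest mean change among those specific to CA3 were all lower there. For Nhlh1 (ENSRNOG00000005166, chromosome 13) the means were 39.3 ± 80.1 normalised reads in CA3, 131 ± 76.8 in CA1 and 313 ± 128 in DG. Its log2 change between CA3 and DG was -4.48 (SE 0.385, adjusted p = 6.61e-18) with 33 of 34 CA3 libraries below the DG median, and CA1 exceeded CA3 by 3.03 (adjusted p = 2.68e-10). Lnp1 (ENSRNOG00000039649, chromosome 11) and Plk5 (ENSRNOG00000034102, chromosome 7) had log2 changes of -3.53 and -3.48 between CA3 and DG, with 34 of 34 CA3 libraries below the DG median for each (adjusted p = 5.69e-18 and 3.2e-18). The same 3 genes had the largest mean change among those specific to DG, where they were highest, as Nhlh1 differed between CA1 and DG by -1.44 (adjusted p = 0.00095), Plk5 by -1.39 (adjusted p = 3.68e-05) and Lnp1 by -1.32 (adjusted p = 0.000133). Among genes the study named, C1ql2 differed between CA3 and DG by -3.11 and Dsp by -2.65, and Nnat differed between CA1 and CA3 by -1.51. Col6a6 did not differ between CA1 and CA3 (log2 change -0.05, adjusted p = 0.815), and Bhlhe23 and Mmp3 were under the filter on low values.

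The large SD of these markers in some subfields came with libraries that carried the markers of another subfield than their label. By the distance to the mean marker scores of the subfields, 13 of 102 libraries lay nearer to another subfield in both poly-A tables, of which 7 were labelled CA3, 4 DG and 2 CA1. They belonged to 10 rats, of which 9 were among the 16 rats numbered from 9000 up and 1 among the 18 others (Fisher's exact test, two-sided p = 0.00197). All libraries were kept under their labels.

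**Figure D2:**
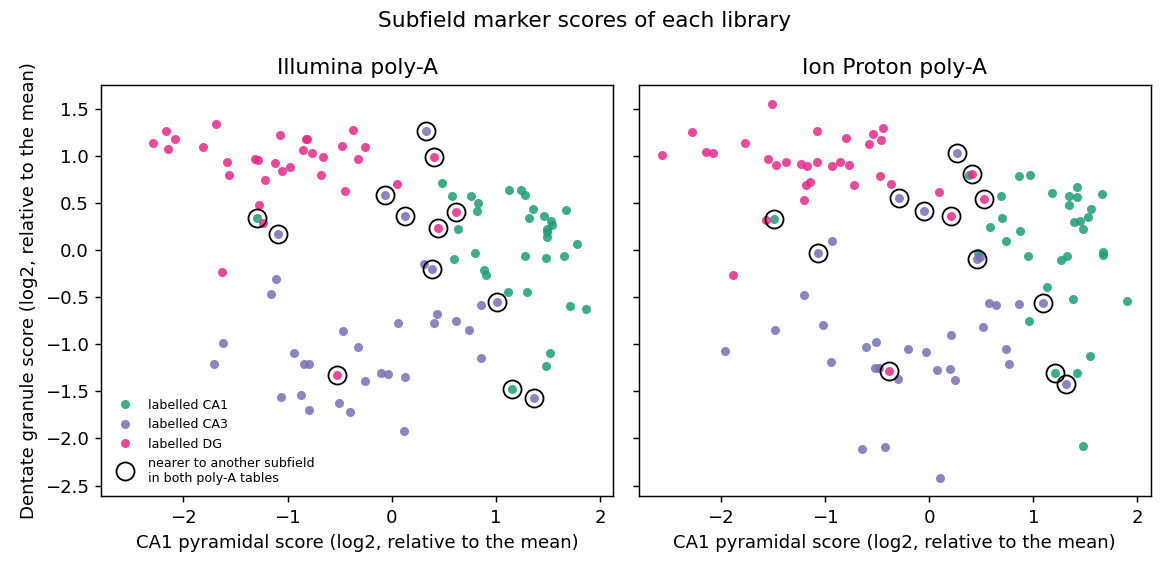
Mean log2 level of CA1 pyramidal markers (horizontal axis) and dentate granule markers (vertical axis) in each library relative to the mean of all libraries, in the Illumina table (left) and the Ion Proton table (right), with colours for the labelled subfield. The 13 circled libraries lay nearer to another subfield in both tables.

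Age was then compared within each subfield, as 24 aged against 10 young rats. In CA1, 281 of 14191 genes tested had an unadjusted p-value under 0.01, where 141.9 would be expected by chance. Of these seed genes 118 were retested in the Ion Proton table, 96 of them higher and 22 lower in aged rats. In CA3 there were 118 seed genes among 14246 tested against 142.5 expected, and 56 were retested (48 higher and 8 lower). In DG there were 250 seed genes among 14019 tested against 140.2 expected, and 150 were retested (129 higher and 21 lower). The expected numbers are averages, from which single splits of the rats can lie far. Other random splits of the same rats had medians of 74, 63 and 73 seed genes in CA1, CA3 and DG. Of 100 splits, the real one included, 17, 29 and 17 had as many as the labelled groups. Median absolute log2 changes of retested genes were 0.349 in CA1, 0.451 in CA3 and 0.32 in DG, and 6, 8 and 8 genes changed by more than 1. After adjustment over all genes tested, 48 genes remained past 0.05 in CA1, all higher with age, 0 in CA3 and 42 in DG, of which 40 were higher. Genes with an unadjusted p-value under 0.05 numbered 873, 471 and 729. Correlations of the log2 changes across genes between the Illumina and Ion Proton tables were 0.475, 0.589 and 0.544, with genes not independent.

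Among the alternatives edgeR moved an age count by the most genes, in CA3, as described below. With the rat number series as a covariate 187 genes were retested in CA1, 87 in CA3 and 194 in DG, and 112, 3 and 93 passed the adjusted threshold. Within the series the retested counts were 85 (numbers below 9000) and 94 (from 9000 up) in CA1, 35 and 120 in CA3, and 93 and 88 in DG, while adjusted counts were 13 and 1 in CA1, 1 and 0 in CA3, and 20 and 6 in DG. Leaving out the 7 deeply sequenced rats gave 137, 79 and 155 retested genes, and those 7 rats were not tested alone. In CA3 the direction of the calls depended on the test. With edgeR 157 genes were retested, of which 60 were higher with age. This excess of lower genes came with 1 library, that of young rat R9876, without which edgeR retested 84 genes (75 higher) and limma 60 genes (56 higher).

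In CA1 the largest changes among retested genes were those of LOC688090 (ENSRNOG00000032708, chromosome 20), RT1-Db1 (ENSRNOG00000033215, chromosome 20) and Cd74 (ENSRNOG00000018735, chromosome 18). RT1-Db1 and LOC688090 belong to MHC class II, a family of similar genes, so reads can be divided between them in an uncertain way. LOC688090 rose from 29.0 ± 45.0 normalised reads in young (n = 10) to 85.8 ± 51.3 in aged rats (n = 24), a log2 change of 2.04 (SE 0.378, limma adjusted p = 0.00464) with 24 of 24 aged libraries above the young median. RT1-Db1 rose from 29.8 ± 46.7 to 81.5 ± 53.3 (log2 change 1.91, adjusted p = 0.00851, 24 of 24 above). Cd74 rose from 195 ± 264 to 475 ± 231 (log2 change 1.71, adjusted p = 0.00378, 24 of 24 above). In the Ion Proton table the log2 changes of LOC688090, RT1-Db1 and Cd74 were 1.61, 1.91 and 1.32. Each of these young means was raised by the CA1 library of young rat R9780, without which they were 15.1, 15.3 and 114 normalised reads.

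In CA3 the log2 change of RT1-Db1 was 2.12 (SE 0.533, adjusted p = 0.229), from 49.4 ± 59.2 to 259 ± 419 normalised reads with 23 of 24 aged libraries above the young median. LOC688090 changed by 2.07 (adjusted p = 0.173, 23 of 24 above), from 51.6 ± 63.4 to 240 ± 349 normalised reads, and its young mean was 33.6 without rat R9876. Neither passed the threshold after adjustment. Prl (ENSRNOG00000017374, chromosome 17) was also retested in CA3, with 0 ± 0 normalised reads in young and 22.4 ± 76.0 in aged rats (p = 0.00533, adjusted p = 0.873, 18 of 24 above). No fold change is given because the young libraries were at the floor, and the aged mean was 7.1 without the CA3 library of rat R2233.

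In DG the largest changes were those of Cdh1 (ENSRNOG00000020151, chromosome 19), Cyp2a3 (ENSRNOG00000028900, chromosome 1) and RT1-Db1. Cdh1 rose from 6.60 ± 7.28 to 35.8 ± 11.9 normalised reads (log2 change 2.68, SE 0.278, adjusted p = 2.23e-07), and the Ion Proton change was 2.55 (adjusted p = 1.11e-05). Cyp2a3 rose from 7.39 ± 10.2 to 29.1 ± 12.9 (log2 change 2.49, adjusted p = 0.000104), with a young mean of 4.85 when rat R9780 was left out. RT1-Db1 rose from 10.3 ± 7.81 to 69.4 ± 54.8 (log2 change 2.42, adjusted p = 0.00125). For each of Cdh1, Cyp2a3 and RT1-Db1, 24 of 24 aged DG libraries lay above the young median.

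Genes retested in all 3 subfields numbered 26, each with 1 direction, of which 24 were higher with age. Of the 26 genes, 16 stand in the study's list of shared age genes, which was drawn from these same rats. They include C3 (log2 change 0.84, 0.79 and 0.83 in CA1, CA3 and DG), Cd74 (1.71, 1.79 and 1.66), Gfap (0.44, 0.45 and 0.41), Trem2 (0.49, 0.31 and 0.38) and Col4a5, which was lower (-0.40, -0.50 and -0.39). C3 passed the adjusted threshold in CA1 (adjusted p = 0.0263, 24 of 24 aged libraries above the young median), and Gfap did so in DG (adjusted p = 0.00209, 24 of 24). Trem2 had an unadjusted p-value of 0.0124 in CA3 without rat R9876 and so lost its retested call there. Genes retested in a single subfield numbered 56 in CA1, 16 in CA3 and 84 in DG. These counts do not show that effects differed between subfields. The difference between age effects was itself tested. With limma 0 genes passed the adjusted threshold for any pair of subfields, while edgeR and DESeq2 called some for pairs with CA1, as given below. With limma 274, 50 and 150 of 14179 genes had an unadjusted p-value under 0.05 for CA1 against CA3, CA1 against DG and CA3 against DG. Each count is less than the 0.05 share of tested genes expected by chance. This fit was conservative and left out which libraries came from the same rat, so its 0 calls do not show equal effects. The age effects correlated across genes at 0.373, 0.623 and 0.467 for these pairs of subfields.

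**Figure D3:**
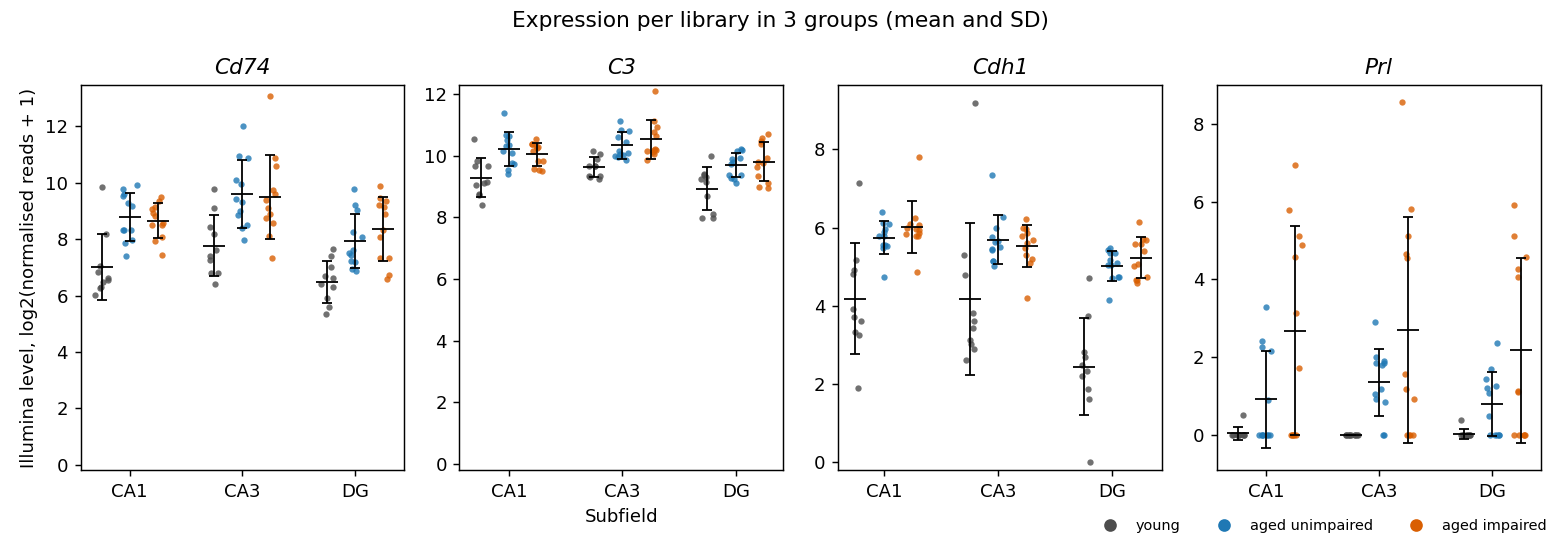
Level of Cd74, C3, Cdh1 and Prl in the Illumina table, as log2(normalised reads + 1), in each library of young, aged unimpaired and aged impaired rats by subfield, with bars for the mean and SD of the log2 values. Cdh1 in DG rises from a mean of 6.60 to 35.8 normalised reads with age, and the highest Prl library of an impaired rat holds 374 normalised reads.

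Lists of genes were tested for age with camera. In CA1 12 of 25 lists passed, in CA3 8 and in DG 7, and of these 5, 2 and 5 also passed under fry. Under both tests the study's shared age genes and the MHC class II list were higher with age in every subfield, and the microglia, complement and lysosome lists in CA1 and DG. Camera alone called those last 3 lists in CA3. The shared age genes had median log2 changes of 0.46, 0.42 and 0.44 in CA1, CA3 and DG with 24 of 25 genes higher (camera adjusted p = 1.39e-54, 8.29e-52 and 4.25e-58). These genes were chosen by the study for their change with age in the same rats. That they passed was thus fixed in advance and is not independent evidence, and they count among the lists that passed above. MHC class II had median changes of 1.68, 1.86 and 1.97 with 4 of 4 genes higher (adjusted p = 2.2e-14, 7.91e-14 and 1.81e-16). Microglia genes were higher for 18, 17 and 18 of 18 (adjusted p = 5.54e-25, 2.33e-21 and 5.33e-28), complement for 11 of 11 in each subfield (adjusted p = 7.67e-18, 6.74e-09 and 2.92e-26) and lysosome for 16, 13 and 17 of 17 (adjusted p = 4.61e-20, 2.62e-08 and 1.21e-15). The lists overlap, since the microglia list shares 9 genes with other lists and 4 with the study's lists, complement 4 and 1, lysosome 5 and 3, and MHC class II 1 and 1.

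Camera but not fry also called other lists for age. Other random splits of the same rats passed medians of 7, 6 and 7 lists under camera in CA1, CA3 and DG. A call by camera alone can therefore arise without an effect of age. In CA1 these were higher oligodendrocyte (adjusted p = 0.015, 12 of 12 genes higher), choroid plexus (0.0323, 9 of 9) and blood lists (0.00741, 5 of 5), and lower newborn neuron (0.0238, 2 of 9 higher), early activity (0.000405, 1 of 12 higher), CA3 pyramidal (0.048, 0 of 8 higher) and the study's calcium and synaptic lists (0.000653, 2 of 27 higher). In CA3 they were higher astrocyte (0.0289, 10 of 12) and pituitary lists (0.00797, 3 of 3) and a lower newborn neuron list (0.0258, 0 of 9 higher), and in DG a lower newborn neuron (0.00969, 2 of 9 higher) and a higher blood list (0.00969, 5 of 5). With the number series as a covariate camera called 12, 11 and 8 lists. Lists for oligodendrocyte precursors, interneurons, CA1 and CA2 pyramidal cells, dentate granule cells, subiculum, thalamus and habenula, striatum and the study's subfield genes passed in no comparison of age or cognition without a covariate. With the series as a covariate the lists for dentate granule cells, thalamus and habenula, and oligodendrocyte precursors passed in at least 1 of these comparisons. When p-values were adjusted over the list alone, 25 of 25 shared age genes passed in each subfield, against 14, 0 and 12 when adjusted over all genes tested. The study chose this list on the same rats, so neither set of counts is independent evidence.

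Aged impaired rats were compared with aged unimpaired rats to ask which genes go with spatial memory. In CA1, 208 of 14205 genes tested were seed genes, against 142.1 expected by chance, and 88 were retested (53 higher and 35 lower in impaired rats). In CA3 there were 23 seed genes of 14232 against 142.3 expected, and 3 were retested, all higher. In DG there were 70 seed genes of 14011 against 140.1 expected, and 17 were retested (11 higher and 6 lower). Other random splits of the aged rats had medians of 70, 42 and 61 seed genes in CA1, CA3 and DG. Of 100 splits, the real one included, 21, 68 and 39 had as many as the labelled groups. After adjustment over all genes tested, 0 genes passed in any subfield, and the smallest adjusted p-values were 0.308, 1 and 0.999 in CA1, CA3 and DG. Genes with an unadjusted p-value under 0.05 numbered 811, 199 and 539. No gene was retested in more than 1 subfield, and 0 genes were retested for both age and cognition in a subfield. Tests of the difference between subfields called 0 genes, with 647, 494 and 261 of 14186 genes at an unadjusted p-value under 0.05 for CA1 against CA3, CA1 against DG and CA3 against DG. Each of these counts is also less than the 0.05 share expected by chance.

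Among the alternatives, restriction to the rats numbered from 9000 up moved a cognition count by the most genes, in DG, to 111 retested genes against 5 in the other rats. The corresponding counts were 99 and 32 in CA1 and 15 and 2 in CA3. With the series as a covariate 97, 7 and 67 genes were retested in CA1, CA3 and DG, and without the 7 deeply sequenced rats 44, 0 and 17.

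In CA1 the largest changes with cognition were those of Tnnt1 (ENSRNOG00000028041, chromosome 1), Olr59 (ENSRNOG00000018606, chromosome 1) and Dnah6 (ENSRNOG00000015581, chromosome 4). Tnnt1 fell from 138 ± 134 normalised reads in unimpaired to 50.5 ± 38.6 in impaired rats (n = 12 each), a log2 change of -1.31 (SE 0.432, limma adjusted p = 0.6) with 11 of 12 impaired libraries below the unimpaired median. Olr59 had 11.8 ± 5.94 and 41.1 ± 65.6 normalised reads (log2 change 1.17, adjusted p = 0.664, 8 of 12 above), and its impaired mean was 22.6 without rat R9870. Dnah6 had 49.9 ± 34.6 and 26.4 ± 23.2 (log2 change -1.09, adjusted p = 0.667, 9 of 12 below). In CA3 the retested genes were Acvr1c (ENSRNOG00000004828, chromosome 3, log2 change 0.57, 12 of 12 above), Pcdh19 (ENSRNOG00000003929, chromosome X, 0.57, 12 of 12 above) and Gabrb1 (ENSRNOG00000002327, chromosome 14, 10 of 12 above), each with an adjusted p of 1. Their means in unimpaired and impaired rats were 68.4 ± 27.5 and 97.0 ± 22.9 normalised reads for Acvr1c, 508 ± 170 and 755 ± 360 for Pcdh19, and 351 ± 46.8 and 432 ± 95.9 for Gabrb1. In DG Ptprv (ENSRNOG00000005277, chromosome 13) rose from 63.6 ± 24.2 to 110 ± 30.8 normalised reads (log2 change 0.82, adjusted p = 0.999, 12 of 12 above). Dnah5 (ENSRNOG00000012624, chromosome 2) changed by 0.65 with 12 of 12 above and Gjd2 (ENSRNOG00000008337, chromosome 3) by 0.51 with 11 of 12 above, both with an adjusted p of 0.999.

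The list taken from the study for cognition in CA1 held only the calcium and synaptic genes that it set out, not all of its CA1 genes. Of its 27 genes, 27 had an unadjusted p-value under 0.05 in CA1 and 15 were retested. Adjusted over the list alone 27 passed, and adjusted over all genes tested 0 did, and the first count is not independent evidence because the study chose the list on these rats. Gabra5 fell from 1963 ± 301 to 1577 ± 265 normalised reads (log2 change -0.32, adjusted p = 0.562, 12 of 12 impaired libraries below the unimpaired median), Homer3 changed by -0.56 with 10 of 12 below, and Hcn4 by 0.69 with 10 of 12 above. Camera gave an adjusted p of 7.54e-18 for the list (4 of 27 higher) and fry 0.0179, but the direction follows from which genes were set out and says nothing on CA1 cognition genes as a set. In CA1 camera alone called a lower ependyma list (adjusted p = 0.000256, 0 of 9 genes higher) and a higher endothelium list (0.00956, 10 of 10 higher). In CA3 it called 0 lists, with 6 at an unadjusted p-value under 0.05. In DG it called the calcium and synaptic genes (0.0423, 20 of 27 higher) and the CA3 pyramidal list (0.0423, 6 of 7 higher), both upward, and fry called neither. With the number series as a covariate camera called 4, 3 and 15 lists. Without a covariate, other random splits of the aged rats passed medians of 7, 7 and 6 lists under camera in CA1, CA3 and DG.

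Prl, the single gene that the study named for every region, had 1.77 ± 2.78 normalised reads in unimpaired and 22.5 ± 35.6 in impaired rats in CA1 (limma p = 0.038, adjusted p = 0.848, 7 of 12 impaired libraries above the unimpaired median). In CA3 the means were 2.00 ± 1.77 and 42.8 ± 106 (p = 0.117, adjusted p = 1, 6 of 12 above), and in DG, where Prl was under the filter on low values, 1.03 ± 1.28 and 12.6 ± 18.6. With limma on all rats Prl was not retested for cognition in any subfield. The impaired means were 13.6 in CA1 without rat R2231, and 12.7 in CA3 and 8.42 in DG without rat R2233, and the unimpaired CA1 mean was 1.13 without rat R9869. Libraries of impaired rats also held Gh1, at 9.1 ± 13.7 normalised reads in CA1 against 0.715 ± 1.48 in unimpaired rats.

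**Figure D4:**
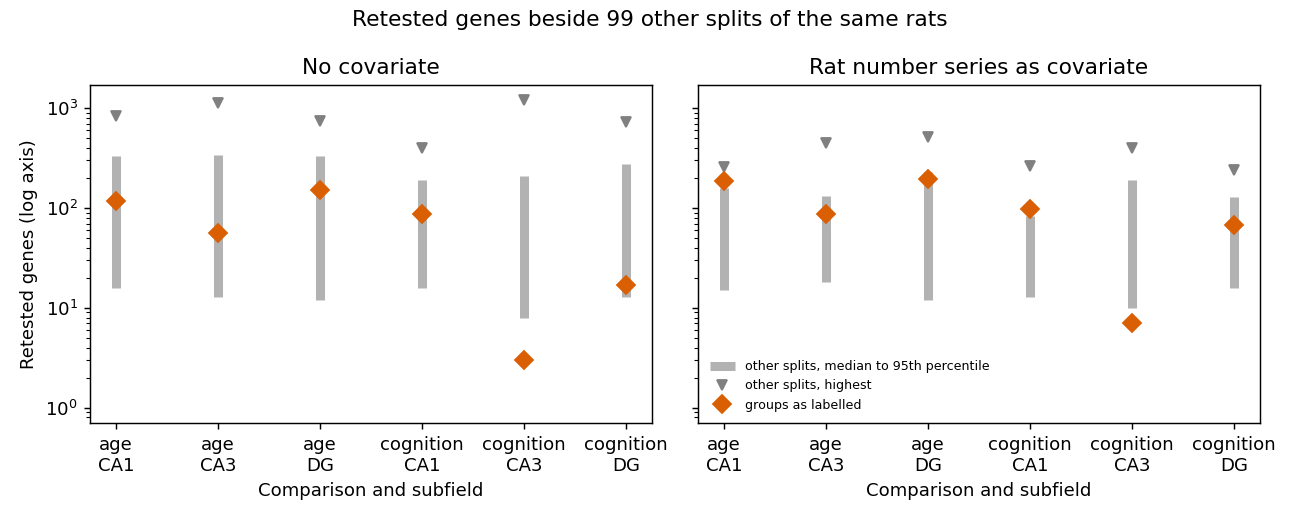
Retested genes (log axis) for age and cognition in each subfield with the groups as labelled (diamonds) beside 99 other random splits of the same rats into groups of the same sizes, drawn as grey bars from the median to the 95th percentile and triangles for the highest split, without a covariate (left) and with the number series as a covariate and splits drawn within each series (right). Age in CA1 gave 118 genes without a covariate, between the median of 16 and the 95th percentile of 334 of the other splits.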

Values the study reported

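The study reported 2,379 genes that differed between CA1 and CA3 on both platforms in one direction, 4,352 between CA1 and DG and 4,642 between CA3 and DG. It reported 908 genes specific to CA1, 1,063 to CA3 and 2,431 to DG. The correlation of log2 fold changes between platforms ran from 0.776 to 0.836. For age, the study listed 228 seed genes in CA1 with 104 found again on the Ion Proton, 189 in CA3 with 81 and 280 in DG with 162. It gave 90 of the CA1 genes and 134 of the DG genes as higher in aged rats. For cognitive status it listed 235 seed genes in CA1 with 107 found again, 32 in CA3 with 8 and 97 in DG with 30. Among the 8 CA3 genes, Prl, Pcdh19 and Gabrb1 were increased in impaired rats, and Prl was given as increased in each region.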

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

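All tests of causes in this part were chosen only after the result was seen. In 3 of 34 groups of 10 young libraries examined 1 library stood far from the rest by Dixon's test, where 1.7 groups would be expected by chance. Dixon ratios were taken on log2(value + 1) for genes and on untransformed reads for depths, while the values printed beside them are untransformed.

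RT1-Db1 was far higher in the CA1 library of young rat R9780 (159.7 normalised reads) than in the other young rats (7.58 to 38.7), with a Dixon ratio of 0.4777. Cd74 stood at 925.5 against 63.92 to 287.5 in the same library, and C3 at 1476 against 335.9 to 897.9. Cd74 and C3 lie outside the MHC class II family, and 2 of 2 were highest in that library in all 3 tables, so the rise was not confined to the family. Reads shared between paralogs cannot be told apart from a rise of RT1-Db1 itself, because its relatives RT1-Da, RT1-Ba and LOC688090 were also highest there and no value shows which of them the reads came from. A cause of the high immune genes in this rat was not tested.

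Cdh1 was far higher in the CA3 library of young rat R9876 (581.9 normalised reads against 5.16 to 38.5), with a Dixon ratio of 0.5917. Leptomeninges in the sample could explain this, because 12 of 12 leptomeninges genes were highest in that library in all 3 tables, such as Ptgds with 128100 normalised reads against 1642 to 5418 and Col1a1 with 3211 against 10.56 to 100.8. For choroid plexus, 1 of 9 genes was highest there, but its score in that library was 2.006, so some choroid plexus in the sample cannot be excluded. The CA3 library of young rat R2221 had a higher score of 4.551 with Cdh1 at no more than 38.5. This argues against choroid plexus as the main source of the Cdh1, but rests on 1 library.

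The WT library of the CA3 of young rat R9877 held 20.63 M reads against 4.91 to 9.69 M in the other young rats, with a Dixon ratio of 0.6961. The same sample held 10.7 M reads in the Illumina table and 6.30 M in the Ion Proton table. A few genes taking most of the counts were excluded as the cause, since the 10 most abundant genes held 9.73 percent of its reads against 9.04 to 12.0 percent in the others. The cause was not tested further.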

How the results depend on the processing

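The tests with the depth batch, the dissection score or the Gh1 level as covariate, without the 7 deep rats, without the libraries nearer to another subfield and without the CA3 library of young rat R9876 were chosen only after the result was seen. The other tests were planned. Of the counts, 70 moved. Of the values for named genes, 503 kept their call, 83 were weaker, 8 were stronger and 0 reversed. Among the genes named for cognition, the call was kept in 4 of 14 alternatives for Dnah6, 5 for Olr59, 7 for Pcdh19, 8 for Tnnt1 and Gabra5, 9 for Acvr1c, Gabrb1 and Gjd2, 10 for Ptprv, 11 for Homer3 and 12 for Dnah5 and Hcn4. Prl, not retested for cognition with limma on all rats, became retested in CA1 with rat numbers below 9000 only (log2 change 3.12) and in CA3 with edgeR (4.53) and DESeq2 (2.63). Over 12 alternatives its change ran from 0.30 to 3.91 in CA1 and from 0.06 to 4.53 in CA3, lowest in both with the Gh1 level as covariate. Among those named for age, Prl in CA3 kept it in 9 of 14 and Trem2 in CA3 in 11 of 17. The replicate block changed no other call. Where no cause is named below, the cause was not tested.

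In CA1 the 118 genes retested for age became 196 with WT as the retest, 51 with the tables swapped and 187 with the rat number series as covariate. The 48 adjusted calls became 3 in the Ion Proton table, 21 in the WT table, 24 with edgeR, 112 with the series as covariate, 13 with rat numbers below 9000 only and 1 with rat numbers from 9000 up only.

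In CA3 the 56 retested genes became 30 with the tables swapped, 157 with edgeR, 100 with DESeq2, 87 with the series as covariate, 35 with rat numbers below 9000 and 120 with those from 9000 up. The adjusted count of 0 became 1 in the Ion Proton table, 6 with quantile normalization, 9 with edgeR, 20 with DESeq2, 3 with the series as covariate, 1 with rat numbers below 9000 only, 26 with one fit over all libraries, 2 with the depth batch as covariate, 5 without the 7 deep rats and 2 with the dissection score as covariate. Without young rat R9876 the retested count was 60 with limma, 84 with edgeR and 120 in rats from 9000 up, so it ran from 60 to 120, and the adjusted counts were 4, 1 and 1, a range from 1 to 4. The excess of lower genes under edgeR came from that library.

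In DG the 150 retested genes became 93 with rat numbers below 9000, 88 with those from 9000 up and 88 with one fit over all libraries. The 42 adjusted calls became 12 in the Ion Proton table, 16 in the WT table, 68 with DESeq2, 93 with the series as covariate, 20 with rat numbers below 9000, 6 with those from 9000 up, 20 without the 7 deep rats and 100 with the dissection score as covariate. The age by subfield interaction count of 0 became 16 with edgeR and 19 with DESeq2 for CA1 against CA3, and 8 with DESeq2 for CA1 against DG.

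For cognition in CA1 the 88 retested genes became 150 with WT as the retest, 53 with the tables swapped, 32 with rat numbers below 9000, 37 with one fit over all libraries, 44 without the 7 deep rats, 134 with the dissection score as covariate and 54 with the Gh1 level as covariate, and the adjusted count of 0 became 6 with DESeq2. In CA3 the 3 retested genes became 6 with the tables swapped, 5 with no filter on low values, 7 with DESeq2, 7 with the series as covariate, 15 with rat numbers from 9000 up, 25 with one fit over all libraries and 0 without the 7 deep rats. In DG the 17 retested genes became 9 with the tables swapped, 28 with edgeR, 33 with DESeq2, 67 with the series as covariate, 5 with rat numbers below 9000, 111 with those from 9000 up, 2 with one fit over all libraries and 36 without the libraries nearer to another subfield.

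With fry in place of camera the gene lists past the threshold fell from 12 to 5 for age in CA1, from 8 to 2 for age in CA3, from 3 to 1 for cognition in CA1 and from 2 to 0 for cognition in DG.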

Other observations

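The tests of ependyma, carried-over reads, homeostatic microglia genes, exchanged labels, the rat number series, the deep rats and Cdh1 in DG were chosen only after the result was seen. The random splits and the other tests were planned.

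Each count was compared with 100 splits of the same rats into groups of the same sizes, the real split included. For the subfields the labels were swapped within rats instead. The calls between subfields in both tables were reached in 1 of 100 for each of the 3 pairs, and the genes specific to CA1, CA3 and DG in 1 each, so that a random split was excluded as their cause. The 26 genes retested for age in all 3 subfields were reached in 1 split, and the highest other split had 19.

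Retested age genes were as many in 13 splits in CA1, 26 in CA3 and 12 in DG, so a random split that ignores the number series could give such counts. Adjusted age calls were as many in 2 splits in CA1 and 2 in DG, which excludes a random split, and in all 100 in CA3, where there were 0. Gene lists for age were as many in 10, 34 and 51 splits. The other splits had medians of 7, 6 and 7 lists, so a random split could give such counts. With the rat number series as covariate, and splits drawn within each series, retested age genes were as many in 4 splits in CA1, 11 in CA3 and 6 in DG, and adjusted calls in 1, 2 and 2. The verdict thus changed for the retested genes in CA1 and for the adjusted calls in CA3, where a random split was excluded once the series was taken into account, and it stayed open for the retested genes in CA3 and DG. The age by subfield interaction counts of 0 were reached in 100 splits for each pair.

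For cognition the retested genes were as many in 17 splits in CA1, 73 in CA3 and 45 in DG, and with the rat number series as covariate in 5, 63 and 17, so a random split could give them. Adjusted calls were 0 and so as many in 100 splits with and without the covariate, as were the interaction counts for each pair. Gene lists were as many in 91, 100 and 96 splits. For retested genes in CA1 with the covariate the count of 97 was above the 95th percentile of the other splits (83) and close to the limit, at 5 of 100. The counts of 0 are reached by every split and decide nothing. Counts under the other alternatives were not compared with splits.

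The number series differed in many genes, with 4978 calls in CA1, 7374 in CA3 and 4287 in DG in the Illumina table. In CA3 there were 1782 calls with 3 marker scores as covariates and 7185 with the depth as covariate, without a count of the genes shared between these fits. Uneven dissection and a difference in depth were each excluded as the whole cause. The 7 deep rats also differed from the others, with 1154, 449 and 1479 calls in CA1, CA3 and DG in the Illumina table. In the Ion Proton table these calls numbered 4389, 4355 and 708. Random splits that part the series or the deep rats unevenly could take up such differences, since other splits reached 837 retested genes for age in CA1.

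Uneven dissection of CA1 cannot be told apart from cognition as the source of the differences there, as the smallest permutation p of the 5 marker scores was 0.166, while with these scores as covariates 13 of 88 retested genes stayed retested and 88 of 88 kept their direction. Ependymal cells in the sample cannot be told apart from it either, since 33 of 88 retested genes stayed retested with the ependyma score as covariate and 88 of 88 kept their direction.

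Prl in impaired rats could come from tissue of the pituitary in the sample. Of 6 rats with 10 or more Prl reads, all impaired, 5 also had Gh1 above the floor, against 1 of the 28 other rats. Reads carried over from another library in a sequencing run were excluded, since Prl was above the floor in all 3 tables in 14 of 16 libraries.

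A larger share of microglia could explain the homeostatic microglia genes, of which 15 of 15 over the 3 subfields were higher with age. It was excluded as the whole cause of the immune changes, since the induced score rose by 1.463 more than the homeostatic score (permutation p = 2e-05). The planned induced set was C3 and the MHC class II list. Its own score rose by 1.667 with age over the 3 subfields, and adding C4b lowered this rise to 1.543. Blood left in the tissue was excluded as the whole cause, as 20 of 30 immune genes had an unadjusted p-value under 0.01 in CA1 with the haemoglobin score as covariate, and 21 without it. In CA3 the number was 8 against 11 and in DG 19 against 22. The haemoglobin score was 0.357 higher with age (permutation p = 0.248).

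Retested age genes were more in DG (150) than in CA1 (118) or CA3 (56), but adjusted calls were more in CA1 (48 against 42 in DG), as were seed genes (281 against 250). Larger age effects in DG for the same genes cannot be told apart from equal ones, because 0 genes passed the interaction threshold for CA1 against DG with limma (50 at an unadjusted p-value under 0.05) and 8 with DESeq2. The 50 genes are fewer than chance alone would give, so the limma test was conservative and could not decide this. Leptomeninges in the sample were excluded as the whole cause of the higher Cdh1 in aged DG. The leptomeninges score differed by -0.004 with age there (permutation p = 0.996), and with that score as covariate, with which 3023 genes went in DG, Cdh1 still changed by 2.68 (SE 0.278, limma adjusted p = 2.88e-07) in the Illumina table and by 2.55 (adjusted p = 1.71e-05) in the Ion Proton table. A change of Cdh1 within the tissue stays open.

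In 4 rats the markers lay nearer to an exchange of their own libraries in all 3 tables. In 1 of these, R9781, the libraries were as near after exchange of CA3 and DG as the median of the other rats in all 3 tables, with a distance of 8.84 before and 1.76 after in the Illumina table. This rat was picked by that distance, so a mislabelled sample cannot be told apart from a fault of dissection there. In 3 further rats (R9865, R9869 and R9875) a mislabelled sample cannot be told apart from a mixed one, as 0 of 3 rats lay beyond the highest distance of unaffected rats in all 3 tables after exchange, although 3 of 3 lay beyond it in the Illumina table. In 6 other rats 6 of 6 were nearest to their labelled assignment in all 3 tables, but rats nearer to an exchange had been set apart and exchanges with other rats were not tried, so a mislabelled sample cannot be told apart from uneven dissection there either.

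Seed genes for age in CA3 numbered 118. That is lower than the value quoted from the study above. Retested genes for cognition in CA3 numbered 3. That is lower than the value quoted from the study above. With DESeq2 the count was 7. Retested genes for cognition in DG numbered 17. That is lower than the value quoted from the study above. With DESeq2, the tool the study used, the count was 33, so these gaps in cognition counts go at least in part with the test.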
